# Cell-Cycle–Dependent Chromatin Dynamics at Replication Origins

**DOI:** 10.3390/genes12121998

**Published:** 2021-12-16

**Authors:** Yulong Li, Alexander J. Hartemink, David M. MacAlpine

**Keywords:** chromatin, cell cycle, DNA replication, replication origins

## Abstract

Origins of DNA replication are specified by the ordered recruitment of replication factors in a cell-cycle–dependent manner. The assembly of the pre-replicative complex in G1 and the pre-initiation complex prior to activation in S phase are well characterized; however, the interplay between the assembly of these complexes and the local chromatin environment is less well understood. To investigate the dynamic changes in chromatin organization at and surrounding replication origins, we used micrococcal nuclease (MNase) to generate genome-wide chromatin occupancy profiles of nucleosomes, transcription factors, and replication proteins through consecutive cell cycles in *Saccharomyces cerevisiae*. During each G1 phase of two consecutive cell cycles, we observed the downstream repositioning of the origin-proximal +1 nucleosome and an increase in protected DNA fragments spanning the ARS consensus sequence (ACS) indicative of pre-RC assembly. We also found that the strongest correlation between chromatin occupancy at the ACS and origin efficiency occurred in early S phase, consistent with the rate-limiting formation of the Cdc45–Mcm2-7–GINS (CMG) complex being a determinant of origin activity. Finally, we observed nucleosome disruption and disorganization emanating from replication origins and traveling with the elongating replication forks across the genome in S phase, likely reflecting the disassembly and assembly of chromatin ahead of and behind the replication fork, respectively. These results provide insights into cell-cycle–regulated chromatin dynamics and how they relate to the regulation of origin activity.

## 1. Introduction

Duplication of a cell’s genetic information occurs every cell cycle in S phase. While DNA replication is restricted to S phase, the DNA replication program is established earlier in the cell cycle with the licensing of DNA replication origins in G1 [1]. These licensed origins are then activated with an inherent efficiency during S phase [2]. While many studies have carefully examined the kinetics of DNA replication progression through S phase [3,4,5,6,7], few have examined the chromatin dynamics of replication origins as cells progress through consecutive cell cycles. Instead, most chromatin-based studies have interrogated static snapshots of chromatin from discrete cell-cycle phases (e.g., G1) or from an asynchronous population of cells [8,9,10,11]. Understanding how chromatin structure and organization change at DNA replication origins as they progress through consecutive unperturbed cell cycles will provide important insights into the chromatin features that modulate origin usage and efficiency.

The selection and activation of replication origins involve the recruitment of a series of replication factors in an ordered manner through multiple phases of the cell cycle. In *S. cerevisiae*, potential origins (which are defined by an autonomous replicating sequence (ARS) and contain a conserved T-rich ARS consensus sequence (ACS)) are recognized and bound by the heterohexameric origin recognition complex (ORC) [12,13]. In G1, the Mcm2-7 replicative helicase is loaded in a Cdc6- and Cdt1-dependent manner to form the pre-replicative complex (pre-RC) and license origins for activation [14]. Additional initiation factors, including Cdc45 and GINS, are recruited in S phase to assemble the active helicase known as the Cdc45–Mcm2-7–GINS (CMG) complex that commits origins for activation [15]. The concentrations of Cdc45 and components of GINS are significantly lower than those of the pre-RC and serve as a rate-limiting step in the activation of individual origins [16,17].

Only a small subset of ACS motif matches in the yeast genome are bona fide ORC binding sites, and chromatin architecture is believed to be an important factor in defining origins [8,18,19]. Origins of replication in the budding yeast have a stereotypical chromatin architecture with well-positioned nucleosomes surrounding a nucleosome-free region (NFR) containing the ACS [8,20]. The chromatin architecture with well-positioned nucleosomes appears to be a conserved feature of eukaryotic origins [21,22,23]. In addition, the inherent initiation efficiency [2] and the time of activation [3,24] of each origin are also thought to be regulated, in part, by the local chromatin environment and the levels of chromatin-associated ORC [20,25] and Mcm2-7 [26,27].

The selection and activation of DNA replication origins are tightly coupled with the cell cycle. Concomitant with the recruitment of factors to the origin in G1 to assemble and load the helicase, the NFR expands in a Cdc6-dependent manner to accommodate pre-RC assembly [20,28]. Further, as cells enter S phase in the absence of primase activity, the disorder or entropy of the origin-flanking chromatin increases markedly, presumably due to helicase activation and nucleosome eviction [29]. Finally, the stability and occupancy of ORC on the DNA throughout the cell cycle are origin-dependent and predictive of origin efficiency [25]. The majority of origins exhibit a protected footprint representing ORC and/or the pre-RC in the NFR in both G1 and G2 phases of the cell cycle; however, select origins only exhibit a defined footprint in G1, suggesting a more dynamic or transient interaction with ORC which may be stabilized by pre-RC assembly [20]. The stability of ORC and/or pre-RC components on the DNA is predictive of origin efficiency, with more efficient origins having a protected footprint in both G1 and G2.

To better understand cell-cycle–regulated chromatin dynamics with high spatiotemporal resolution, we generated genome-wide chromatin occupancy profiles [20,30] of chromatin sampled at multiple points throughout two consecutive cell cycles. This approach provides factor-agnostic occupancy profiles of DNA-binding proteins, including nucleosomes, replication factors, and transcription factors at nucleotide resolution. We comprehensively profiled the dynamics of protected fragments at the ACS and the organization of ACS-flanking nucleosomes throughout two cell cycles. Our study describes the chromatin architecture at individual origins in a synchronized cell population and associates cell-cycle–dependent chromatin features with origin efficiency, thus providing mechanistic insight into the dynamic interplay between chromatin architecture and origin function.

## 2. Materials and Methods

### 2.1. Yeast Culture and Cell-Cycle Time Courses

In this study, we used the W303 yeast strain with the genotype *MATa*, *leu2-3,112*, *BAR1::TRP*, *can1-100*, *URA3::BrdU-Inc*, *ade2-1*, *his3-11*,*15*. Yeast cells were grown in YPD (1% yeast extract, 2% peptone, 2% dextrose) at 30 °C to an OD_600_ of ~0.3 and arrested in G1 with α-factor (GenWay) at a final concentration of 50 ng/mL for 2 h. Samples were taken right before release and labeled as the “α-factor” time point. Cells were then washed twice in sterile water, resuspended in fresh YPD medium, and samples were collected every 10 min until 150 min post-release. For each time point, 40 mL of culture was crosslinked with a final concentration of 1% formaldehyde at room temperature for 30 min, quenched with 0.125 M glycine for 5 min, washed, and flash frozen. In parallel, 1 mL of culture was resuspended in 70% ethanol and fixed overnight at 4 °C for flow cytometry. Independent biological duplicates were performed.

### 2.2. Chromatin Digestion with MNase and Sequencing Library Preparation

MNase digestion of chromatin and sequencing library preparation were performed as previously described [20,30] with the following modifications: 2 µg of digested DNA was used as input; NEBNext multiplex oligos for Illumina Kit (New England Biolabs, Ipswich, MA, USA) were used in adapter ligation and PCR amplification steps; PCR reactions were performed with 12 cycles; and libraries were purified using Agencourt AMPure XP beads (Beckman, Brea, CA, USA). Libraries were sequenced on NextSeq 500 High-Output 25 bp PE platform (Illumina, San Diego, CA, USA).

### 2.3. Flow Cytometry

Fixed yeast cells were washed with water, briefly sonicated, and incubated in 50 mM sodium citrate (pH 7.4) with 0.3 mg/mL RNase A for 2 h at 50 °C. Then, 0.6 mg/mL Proteinase K (Worthington, Columbus, OH, USA) was added and incubated for an additional 2 h at 50 °C. Finally, cell pellets were resuspended in 50 mM sodium citrate with 1:5000 SYTOX green (Invitrogen, Waltham, MA, USA) and incubated for 1 h at room temperature. Flow cytometry was performed on a BD FACSCanto analyzer, and 30,000 cells were recorded for each sample.

### 2.4. Sequencing Data Processing and Analysis

All reads were aligned to the sacCer3/R64 version of the *S. cerevisiae* genome using Bowtie 0.12.7 [31]. MNase-seq reads were mapped in paired-end mode with the following Bowtie parameters: -n 2 -l 20 --phred33-quals -m 1 --best --strata -y. Data analysis was performed in R version 3.2.0. All genomic data are publicly available at the NCBI GEO repository with the accession number GSE168699.

Because the position of each MNase-seq fragment could be determined by the coordinate of one end and the fragment length, only reads mapped on the forward strand were kept. MNase-seq data from the biological duplicates were randomly subsampled and merged to reduce bias from MNase digestion, library preparation, and sequencing depth before downstream analysis. For each replicate over all time points, the fewest number of reads for each fragment size (from 20 to 250 bp) was identified and used as the subsampling depth. The MNase-seq data for each time point were then subsampled to the above depth per fragment size so as to assign an equal number of reads for each fragment length among all time points. Reads mapped to mitochondrial DNA (chrM) or the ribosomal DNA locus (chrXII:451,575–489,469) were excluded. After subsampling, the total number of reads for each time point was ~17 million and ~21 million for Replicates 1 and 2, respectively. The matched time points between duplicates were merged for downstream analysis.

### 2.5. Quantification of Nucleosome Occupancy

For each time point, a pileup matrix of fragment size by fragment midpoint position was calculated for the aggregate MNase-seq signal of 8632 unique nucleosome positions on chrIV which were mapped by a sensitive chemical mapping method [32]. This matrix represents the approximate size and coverage distribution of MNase-seq reads centered at a canonical well-positioned nucleosome. A two-dimensional kernel was then derived using a bivariate Gaussian distribution parameterized by the marginal means and variances of the matrix [33]. The variance of fragment size dimension (*y*-axis) was set to 1/16 of the original marginal variance and the variance of midpoint position dimension (*x*-axis) was set to 1/4 of the original marginal variance. To quantify the occupancy signal of a nucleosome at a given chromosomal location, a cross-correlation score was computed between the local MNase-seq signal matrix and the model nucleosome kernel.

To correct for replication-dependent DNA copy number variation throughout the cell cycle for a given chromosomal location, the RPKM of all MNase-seq reads for a 1001 bp window centered at the given position was calculated for each time point, and the ratio of this RPKM to the RPKM of the α-factor time point (G1) was considered to be the copy number. For each time point, the nucleosome score for any chromosomal location was normalized by its copy number.

### 2.6. Quantification of Small Fragment Occupancy

For each chromosome, the midpoint density of fragments smaller than 120 bp was estimated using a Gaussian kernel with a bandwidth of 50 bp. The small fragment occupancy of a given chromosomal location was calculated as the product of density and chromosome length and normalized by the copy number of the given position. To adjust for variations in MNase digestion among samples, the average signal of the aggregate small fragment occupancy within ±100 bp around 151 Abf1p binding sites identified by Mac-Isaac et al. [34] was calculated for each time point and the reciprocal of this average was used as a scale factor.

### 2.7. Quantification of Nucleosome Disorganization by Shannon Entropy

For a region X of size n bp, the probability of nucleosome positioning at location i was defined as

(1) $$P\left(X=x_{i}\right)=\frac{nuc\left(i\right)}{\sum_{i=1}^{n}nuc\left(i\right)}$$

where $nuc\left(i\right)$ is the nucleosome score at position i. The disorganization of nucleosome positioning for region *X* was measured using Shannon entropy:

(2) $$H\left(X\right)=-\overset{n}{\underset{i=1}{\sum }}P_{X}\left(x_{i}\right)\cdot logP_{X}\left(x_{i}\right)$$

## 3. Results

### 3.1. Chromatin Occupancy Profiling of Replication Origins Throughout the Cell Cycle

We sought to profile the cell-cycle–dependent changes in chromatin organization surrounding replication origins throughout the yeast genome. Cells were synchronized in late G1 using α-factor. Cells were then released from α-factor arrest and samples were collected every 10 min for approximately two complete cell cycles (150 min) (Figure 1A). Biological replicates were performed, and progression through the cell cycle was monitored by flow cytometry (Supplementary Figure S1). Samples were aligned by cell-cycle progression and data from corresponding samples were merged for downstream analysis.

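The chromatin data of this experiment comprised 30 MNase-seq libraries, from 2 biological replicates at each of 15 aligned time points. The α-factor sample was taken before release and is the 0 min time point below, and the other aligned time points ran from 10 to 140 min at intervals of 10 min. In the sample labels, the post-release times of Replicate 1 lie 10 min later than the aligned times, and those of Replicate 2 are the aligned times themselves. The labels of the MNase-seq library of Replicate 2 at 10 min conflict. Its description says prior to release and its treatment says released, and it was placed by its time label. For each replicate, the authors subsampled the reads of every time point to the same number per fragment length, removed mitochondrial and ribosomal DNA reads, and merged the replicates. The depth therefore did not differ between time points within a replicate by design. The depth of single genes is not known from the deposited tables. The tables analysed here gave, for each of 5590 genes and each of the 15 merged time points, the entropy of the nucleosome signal in the gene body, the gene-body nucleosome score and a subnucleosome score of the promoter. Each value is the authors' merged value, so that no standard deviation between replicates could be computed. The largest entropy in the table was 6.21. The length of the gene-body window is not stated in the text of the paper. Entropy was standardized here into z-scores for each gene across the 15 time points. Origin positions were taken from the annotation of the R64 genome, the build to which the reads had been aligned, which lists 352 origins on the 16 nuclear chromosomes. Unless another resampling is named, intervals given for medians over genes are 95% intervals from 10000 resamples of the 16 chromosomes. They describe the variation along the genome within these merged libraries, not the variation between cultures.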

To comprehensively interrogate chromatin dynamics at nucleotide resolution, we generated genome-wide chromatin occupancy profiles by digesting chromatin with MNase followed by paired-end sequencing [20,30,35]. DNA fragments protected by DNA-binding factors (nucleosomes, transcription factors, ORC, etc.) were recovered and subjected to next-generation sequencing. The length and location of the mapped reads provide an unbiased view of chromatin occupancy throughout the genome. For example, nucleosomes protect DNA fragments of ~150 bp, and smaller DNA-binding factors (e.g., transcription factors and ORC) protect DNA fragments less than 120 bp. The mode of the distribution of fragment sizes recovered was 166 bp (Supplementary Figure S2), consistent with the majority of DNA being packaged into nucleosomes throughout the genome. To visualize chromatin architecture at individual replication origins, we plotted the length of each fragment as a function of the chromosomal position of its midpoint. At *ARS1623*, an efficient and early origin, we observed an array of well-positioned nucleosomes flanking the origin, which appeared as clusters of fragment midpoints centered at ~160 bp. We also observed an accumulation of smaller fragments at the ACS which represents an ORC-dependent footprint [20] (Figure 1B). Similar chromatin organization was observed at *ARS228.5*, an inefficient and late origin, albeit with “fuzzier” ACS-proximal nucleosomes, a narrower nucleosome-free region (NFR), and a substantially weaker small fragment footprint at the ACS (Figure 1C).

We observed dynamic changes in chromatin organization as cells proceeded through the cell cycle. As shown for select time points representing late G1 (α-factor), early S (20 min), and M (60 min) phases, we observed fluctuations in the dyad positions of the ACS-proximal nucleosomes and in the occupancy of ACS-bound small fragments (Figure 1B,C). A score for nucleosome occupancy and position was calculated using a two-dimensional nucleosome kernel modeled on the MNase fragments associated with nucleosomes mapped by an orthogonal chemical cleavage method [32,33] (Supplementary Figure S3). A score for small factor occupancy (e.g., ORC, pre-RC, and pre-IC) at origins was generated by calculating the density of small protected fragments less than 120 bp at each origin of DNA replication. To adjust for variation in sample-specific MNase digestion, we normalized the occupancy of the small fragment footprint at the ACS by the occupancy of the footprint at Abf1p binding sites (Supplementary Figure S4). At the efficient *ARS1623*, the downstream (+1) nucleosome of the ACS was displaced further from the ACS at the α-factor time point compared with other time points in the first cell cycle (Figure 1D). The movement of the nucleosome away from the ACS in G1 is Cdc6-dependent and presumably facilitates pre-RC assembly [20]. In contrast, the +1 nucleosome of the inefficient *ARS228.5* appeared to be more static (Figure 1E). While the occupancy of ACS-bound small fragments is significantly stronger at *ARS1623*, both origins showed fluctuating small fragment occupancy throughout the cell cycle (Figure 1D,E), likely reflecting the cell-cycle–coupled dynamics of helicase loading in G1 and the subsequent activation of the CMG holohelicase complex and its movement away from the origin as the cell progresses into and through S phase.

### 3.2. Cell-Cycle–Dependent Changes in Replication Initiation Factor Occupancy at Replication Origins

The loading of the helicase to form the pre-RC and the recruitment of replication initiation factors at the origin are tightly coupled to the progression of the cell cycle. Each replication origin in the genome has an inherent efficiency which is thought to be determined, at least in part, by ORC binding, Mcm2-7 loading, the recruitment of activation factors, and the local chromatin environment [2,20,26,27,36,37]. We had previously used genome-wide chromatin occupancy profiling to identify ORC-dependent small fragment occupancy footprints at replication origins in two discrete phases of the cell cycle, G1 and G2 [20]. In that study, we identified two classes of origins: the first consisted of 264 origins that exhibited an ORC-dependent footprint in both G1 and G2 while a second, less efficient class of 128 origins exhibited an ORC-dependent footprint only in G1. To precisely quantify the dynamic changes in small fragment footprints at the ACS throughout the cell cycle, we calculated the small fragment density at the ACS of each origin with a bandwidth of 50 bp at each time point. We observed a periodic protection footprint at the ACS for both classes of origins (Figure 2A,B) which peaked in late G1/early S phase in consecutive cell cycles and likely represents the recruitment of Cdc45 and GINS to the pre-RC to form the CMG holohelicase complex at the most efficient origins. After peaking in late G1/early S phase, the density of small fragments at the ACS gradually declines to a nadir near mitosis. This decline in signal throughout S phase likely reflects the activation and the bi-directional movement of the CMG holohelicase complex with the replication fork away from the origin and/or the disassembly of the pre-RC at any passively replicated origins. By late G2 and through mitosis, it is likely that any remaining small fragments at the origins are due to ORC.

The signal in the origins exhibiting an ORC-dependent footprint in “G1 only” was significantly dampened relative to the “G1 & G2” class of origins (Figure 2C). Although we still observe an oscillatory pattern, the small fragment occupancy signals in G2 and M are barely at the detectable limit. Given the decreased signal observed throughout the cell cycle, this suggests a defect in either the recruitment or the stability of ORC on the DNA at these origins which ultimately leads to a stochastic defect in downstream helicase loading.

We previously found that stable ORC binding in both G1 and G2 was a determinant of efficient origins [20]. However, with the more comprehensive view of small fragment occupancy at the ACS throughout the cell cycle that our data provide, we reasoned that a better predictor of origin efficiency might be the level of protected fragments at each origin as cells progress from G1 into S phase. To test this hypothesis, we calculated the correlation between ACS-bound small fragment occupancy and origin efficiency at each time point throughout the cell cycle (Figure 2D; Supplementary Figure S5). We found a cyclic pattern, with the correlation between origin efficiency and small fragment occupancy peaking in early S phase and reaching its lowest point near mitosis. These results are consistent with recruitment of origin activation factors like Cdc45 and GINS to form the CMG holohelicase complex in late G1 and early S being a key determinant of origin activation.

### 3.3. Cell-Cycle–Regulated Nucleosome Occupancy Dynamics Around Replication Origins

The position of nucleosomes relative to the ACS impacts origin function [8,9,38,39,40]. We analyzed the aggregate nucleosome signal of each origin class to profile the cell-cycle–dependent dynamics of origin-flanking nucleosomes. For both classes, the conserved chromatin structure of replication origins—an NFR at the ACS surrounded by two well-positioned nucleosomes—was maintained throughout the cell cycle (Figure 3A).

We first analyzed the positioning of the NFR-proximal –1 and +1 nucleosomes throughout the cell cycle. We defined the dyad of either nucleosome as the position with maximal nucleosome score upstream or downstream of the ACS. The NFRs of origins with a footprint in both G1 and G2 are wider throughout the cell cycle (average dyad-to-dyad distance: 257.8 bp versus 220.9 bp). The increased width of the NFR was due to the downstream localization of the +1 nucleosome while the position of the –1 nucleosomes remained static (Figure 3B). Notably, the +1 nucleosome of origins with a G1 and G2 footprint exhibited periodic repositioning throughout the cell cycle, coincident with the helicase loading and recruitment of factors to form the Cdc45–Mcm2-7–GINS (CMG) complex. For example, the farthest +1 nucleosome positioning from the ACS was observed in the first G1/S transition (10 min), indicating recruitment of the CMG complex and pre-IC assembly. After origin activation, we observed that +1 nucleosomes gradually started to move back towards the ACS with cell-cycle progression, likely reflecting the subsequent dissociation of replication factors from origins. The extent of the nucleosome shift for the second cell cycle became weaker due to the gradual loss of cell synchrony. The +1 nucleosome positioning of origins with a “G1 only” footprint did not fluctuate in a cell-cycle–dependent manner which may be attributed to reduced formation of the rate-limiting CMG complex at less efficient origins [17,40].

### 3.4. Replication-Coupled Nucleosome Disorganization

The progression of the replication fork results in eviction of histones and disruption of nucleosome positioning [19]. We utilized Shannon entropy to assess the level of nucleosome organization [33] throughout the cell cycle. Well-positioned nucleosomes have a low entropy while disorganized nucleosomes exhibit a high entropy. We recently reported that helicase activation in the absence of primase activity resulted in the disorganization of origin-proximal nucleosomes [29]. We reasoned that nucleosome disruption by helicase-induced unwinding would be a feature of sequences at the active replication fork. We calculated the entropy of nucleosome signals in 1 kb windows for 30 kb surrounding the 69 most efficient or active origins (Figure 4A) and the 69 least efficient origins which are passively replicated (Figure 4B). The mean entropy scores for each window were then ordered by their distance from the origin (rows) as a function of progression through the cell cycle (columns). 

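In the gene bodies of the 5590 genes, the median entropy z-score was -1.32 at the α-factor arrest and -0.20 at 10 min. It rose to 0.75 at 20 min and 1.22 at 30 min, fell to 0.41 at 40 min and reached -0.64 at 60 min. In the second cell cycle it rose again, to 0.50 at 80 min and 0.71 at 90 min, and was -0.51 at 120 min. On the original scale, the median entropy was 5.74 at the α-factor arrest, 5.86 at 30 min, 5.76 at 60 min and 5.83 at 90 min. The mean z-score of the S phase time points of the first cycle (20 and 30 min) minus that of the G1, G2/M and M time points (0, 10, 50 and 60 min) had a median over genes of 1.57 (95% interval 1.55 to 1.61), and 5318 genes (95.1%) had a higher entropy in S phase. In the second cycle (80 and 90 min against 70, 110, 120 and 130 min) the median difference was 0.98 (95% interval 0.97 to 1.00), with 5120 genes (91.6%) higher in S phase. When the labels of the first cycle were rotated along the 15 time points, the true labelling ranked 1 of 15. The second-cycle labelling ranked 2 of 15, below a rotation with a median difference of 1.39. By the medians of the time points, that rotation is the one that puts the S phase labels on 20 and 30 min. These are the S phase time points of the first cycle. The smallest share that 15 rotations can give is too large for a test. The z-score difference of the first cycle was moved most by leaving out the 30 min time point, to 1.28. The genes were not divided by the efficiency of the nearest origin, because the published efficiencies were not used here.

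**Figure D1:**
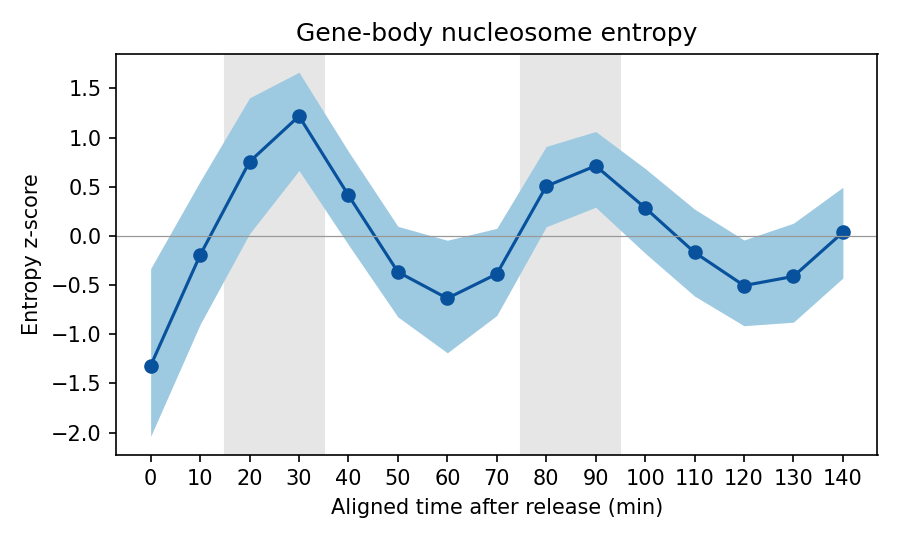
Median entropy z-score of 5590 gene bodies at the 15 aligned time points (line), with the range from the lower to the upper quartile of genes (band). Grey shading marks the S phase time points, where the median reaches 1.22 at 30 min and 0.71 at 90 min.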

For both the active and passive origins, we observed increased entropy in S phase, consistent with disruption of chromatin by the passage of the replication fork. For the sequences proximal to active origins, we observed a distance-dependent temporal shift in peak entropy from early S (20 min) to mid S phase (30 min), consistent with earlier timing of activation for efficient origins.

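The gene-body data show the timing of entropy as a function of the distance of each gene midpoint from the nearest annotated origin, for all annotated origins together. Of the 5590 genes, 5036 lay within 30 kb of an origin. The 1386 genes within 5 kb had a median z-score of 1.08 at 20 min and 0.99 at 30 min. The 299 genes at 25 to 30 kb had a median z-score of 0.26 at 20 min and 1.43 at 30 min. The difference between the z-scores at 30 and 20 min had a median of -0.13 (95% interval -0.21 to -0.067) within 5 kb. It was 0.16 (0.059 to 0.25) at 5 to 10 kb, 0.42 (0.29 to 0.53) at 10 to 15 kb and 0.85 (0.71 to 0.97) at 15 to 20 kb. It reached 1.17 (1.04 to 1.33) at 20 to 25 kb and 1.25 (1.08 to 1.42) at 25 to 30 kb. Across genes, which are not independent replicates, Spearman's rho between distance and this difference was 0.34. The largest rho among 10000 random rotations of the origin positions along each chromosome was 0.12. With genes within 15 kb only, rho was 0.20, the setting that moved it most.
Among the origins named in the paper, ARS1623 lies on chromosome XVI from 633874 to 634122 (R64). The 26 genes within 30 kb of it had a mean z-score of 0.71 at 20 min and 1.18 at 30 min, and this difference of 0.47 was at percentile 52.1 of 10000 windows of as many consecutive genes. The nearest genes on either side, NTO1 (YPR031W) and SRO7 (YPR032W), differed by -1.64 and 0.32 between these time points. Around ARS228.5, whose position was read by eye from Figure 1C, the 17 genes within 30 kb differed by a mean of 0.73, at percentile 66.5. The nearest genes, PCA1 (YBR295W) and PHO89 (YBR296C), differed by -0.070 and 1.83. By this mean, neither neighbourhood stood apart from the genome at large. The mean pools distances over which the median difference ran from -0.13 within 5 kb to 1.25 at 25 to 30 kb. It therefore cannot show whether an origin fires early or late. The paper describes ARS1623 as early and efficient and ARS228.5 as late and inefficient. ARS606 lies on chromosome VI from 167547 to 167801, and the 23 genes around it had a mean difference of -0.21 (percentile 11.9). ARS1216 lies on chromosome XII from 450485 to 450725, beside the ribosomal DNA, and the 16 genes around it had a mean difference of -0.034 (percentile 26.1). The paper relates its shift around active origins to an earlier timing of activation for efficient origins.

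**Figure D2:**
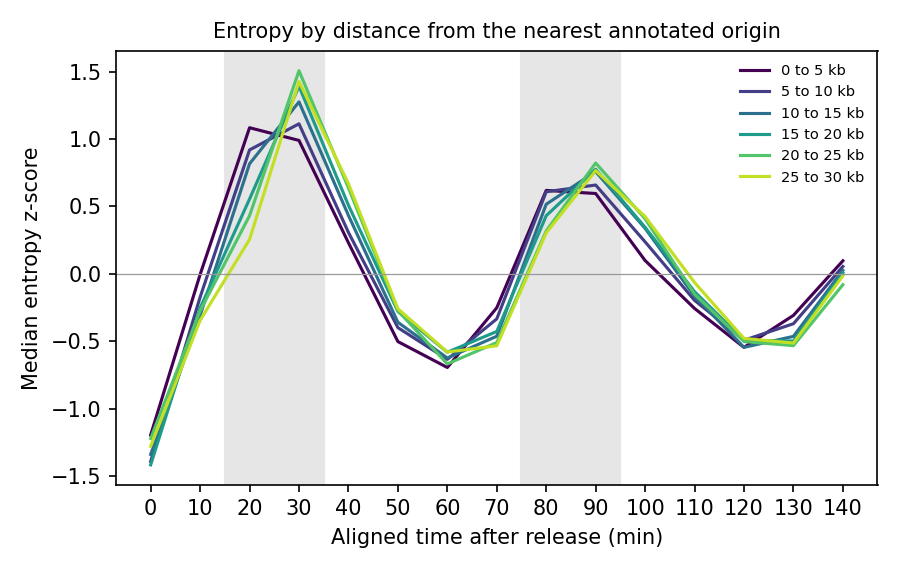
Median entropy z-score at the 15 aligned time points for genes grouped by distance from the nearest annotated origin, in bins of 5 kb up to 30 kb. Grey shading marks the S phase time points. Genes within 5 kb are highest at 20 min in the first cycle, and the other groups at 30 min.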

## 4. Discussion

We interrogated chromatin dynamics at replication origins over the course of two consecutive cell cycles. As cells progressed through each cell cycle, we observed specific changes in chromatin occupancy that correspond to key steps in the selection and activation of start sites of DNA replication. We found that for each cell cycle, the downstream +1 nucleosome relative to the T-rich ACS moved further downstream in late G1 and early S phase before returning back to its original position by G2. Similarly, we observed a cyclic increase in small protected fragments spanning the ACS that likely represent pre-RC assembly and the recruitment of origin activation factors in late G1/early S. The accumulation of protected fragments at the ACS in early S phase was more predictive of active and efficient origins than at other times in the cell cycle. Finally, we observed genome-wide disruption of nucleosomes traveling with active replication forks during S phase, reflecting helicase-induced DNA unwinding at the fork. Together, these data provide insights into the dynamic interplay between origin function and local chromatin environment with high spatiotemporal resolution.

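Over the whole genome, 3266 of the 5590 genes (58.4%) had their highest entropy of all 15 time points at 20 or 30 min, where equal shares would give 745. The highest value fell at 20 min in 1200 genes and at 30 min in 2066 genes. A further 355 genes peaked at 80 min and 444 at 90 min, and 258 peaked at the α-factor arrest. The level of the gene-body nucleosome score is largely fixed over the genome by the equal subsampling of the time points, so that it cannot show whether occupancy changed in all genes alike. Its median log2 ratio between the S phase and the G1, G2/M and M time points of the first cycle was -0.017 (95% interval -0.021 to -0.015). The score was higher in S phase in 2253 genes. When genes were ranked by the smaller of their differences in the 2 cycles, the rise of entropy was largest in OCA5 (YHL029C, chromosome VIII from 45929 to 47968) and YAT2 (YER024W, chromosome V from 202192 to 204963). The z-score differences of OCA5 were 2.23 in the first cycle and 2.17 in the second, and those of YAT2 were 2.18 and 2.14. In 110 genes (1.97%) entropy was lower in S phase in both cycles. Ranked in the same way, by the smaller fall, the largest falls were those of SPO12 (YHR152W, chromosome VIII from 401434 to 401955), with differences of -2.44 and -1.40, and YKR041W (chromosome XI from 518198 to 518950), with -1.63 and -1.43. These 4 genes were picked as the extremes of 5590, and single genes have no replicate check in the merged values.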

In contrast to chromatin immunoprecipitation, genome-wide chromatin occupancy profiling by MNase digestion offers a holistic view of DNA-protein interactions that neither requires factor-specific antibodies nor is encumbered by epitope accessibility [5]. A consequence of genome-wide chromatin occupancy being factor-agnostic is that it only reports if a DNA sequence is protected or occupied. The factor responsible for the occupancy has to be inferred from other sources such as sequence context (e.g., an ACS motif) or existing factor-specific localization experiments. Thus, we need to infer that the subtle cell-cycle–dependent changes in chromatin occupancy at the ACS reflect distinct steps in licensing and activation of replication origins. Importantly, in support of these inferences, our prior work using static G1- and G2-arrested samples demonstrated that chromatin occupancy at the ACS was ORC-dependent and that the increase in occupancy in G1 was dependent on origin licensing or pre-RC assembly [20].

The determinants of origin efficiency are poorly understood at the chromatin level. While it is clear that rate-limiting activation factors establish the temporal order of origin activation [16,17], what is less clear is why and how individual origins are more or less sensitive to these factors. Local histone modifications have been shown to modulate replication timing, with early work demonstrating that origin activity could be repressed by moving an active early origin to a heterochromatic region of the genome [41]. Global perturbation of histone acetylation levels also impacts genome-wide replication timing [10,42], but it is unclear if this effect is direct or indirect through modulation of the accessibility of the multicopy rDNA locus and consequent sequestration of origin activation factors [11]. The association of ORC with DNA can be driven by sequence or chromatin elements, with the chromatin-dependent ORC class being correlated with early replicating efficient origins [25]. The relative amount of Mcm2-7 loading in G1 is also predictive of origin function [27]. Our work identifies an increase in protected fragment occupancy at the ACS in early S phase that is predictive of efficient origin activation, consistent with the formation of the CMG holohelicase complex at licensed origins. While this does not necessarily preclude earlier steps like ORC binding or Mcm2-7 loading from being deterministic, it is notable that the accumulation of protected fragments at the ACS during G2 (with ORC alone) or during G1 were less predictive of origin efficiency.

It has been proposed that efficient loading of the Mcm2-7 double-hexamer is established by a quasi-symmetrical loading mechanism that requires the binding of two ORC molecules to two ORC binding sites at yeast origins [43]. We examined the chromatin architecture at two example origins explored by Coster et al. [43], namely *ARS606* and *ARS1216*. During the first cell cycle, we noted two regions protected by small fragments near the ACSs, likely reflecting multiple sites of ORC binding (Supplementary Figure S6). However, these origins appeared to be the exception rather than the rule, as we did not detect multiple protected regions in the vast majority of replication origins. A more recent model posits that a single ORC molecule may relocate from the ACS to the downstream B2 element in order to load the Mcm2-7 double-hexamer [44]. Our data do not discount this model, but we lack the temporal resolution to detect the relocation of ORC to the B2 element during the transient process of helicase loading.

A consequence of the passage of the replication fork is disruption of chromatin ahead of the fork and the restoration of chromatin in the wake of the fork. Our chromatin occupancy profiling was able to capture the dynamic and transient disruption of chromatin associated with the replication fork. Specifically, we observed a transient and S-phase–specific increase in entropy that was temporally linked to the distance from the nearest replication origin. 

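The dependence on distance was also present in the second cycle, with a lower rho, but the difference between the cycles was not tested. Spearman's rho between the distance from the nearest annotated origin and the z-score at 90 min minus that at 80 min was 0.22 across the 5036 genes within 30 kb, and the largest value among 10000 rotations of the origin positions was 0.092. The median difference was -0.052 within 5 kb, 0.21 at 10 to 15 kb and 0.49 at 25 to 30 kb. Genes within 5 kb had their highest median at 80 min in this cycle, and genes farther away at 90 min. After each S phase the distance groups came together again. At 60 min the medians were -0.69 within 5 kb and -0.58 at 25 to 30 kb, and at 120 min they were -0.54 and -0.48.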

The reassembly of nucleosomes and the re-establishment of the chromatin landscape behind the fork is critical for epigenetic inheritance, and it is known that factors that impair or delay assembly can significantly impact gene regulation [45,46,47] and differentiation [48]. Our ability to discern differences in entropy associated with replication-coupled nucleosome assembly will enable future studies, with increased temporal resolution, to identify and characterize locus-specific differences in chromatin assembly that may be governed in part by chromosome position, the local chromatin environment, and transcription.

## 5. Conclusions

Chromatin surrounding DNA replication origins is dynamically organized throughout the cell cycle. During G1 and S phase, the downstream +1 nucleosome is re-positioned further away from the origin to accommodate helicase loading and activation. Similarly, we detect cell-cycle–dependent increases in small protected DNA fragments at the origin that likely represent helicase loading in G1 and the formation of the CMG holohelicase complex in S phase. The protection of small DNA fragments at origins in early S phase was most predictive of origin efficiency, consistent with the formation of the CMG holohelicase complex being a rate-limiting step for origin activation. Finally, we observed the S-phase–specific disruption of chromatin at active DNA replication forks.

## Figures and Tables

**Figure 1:**
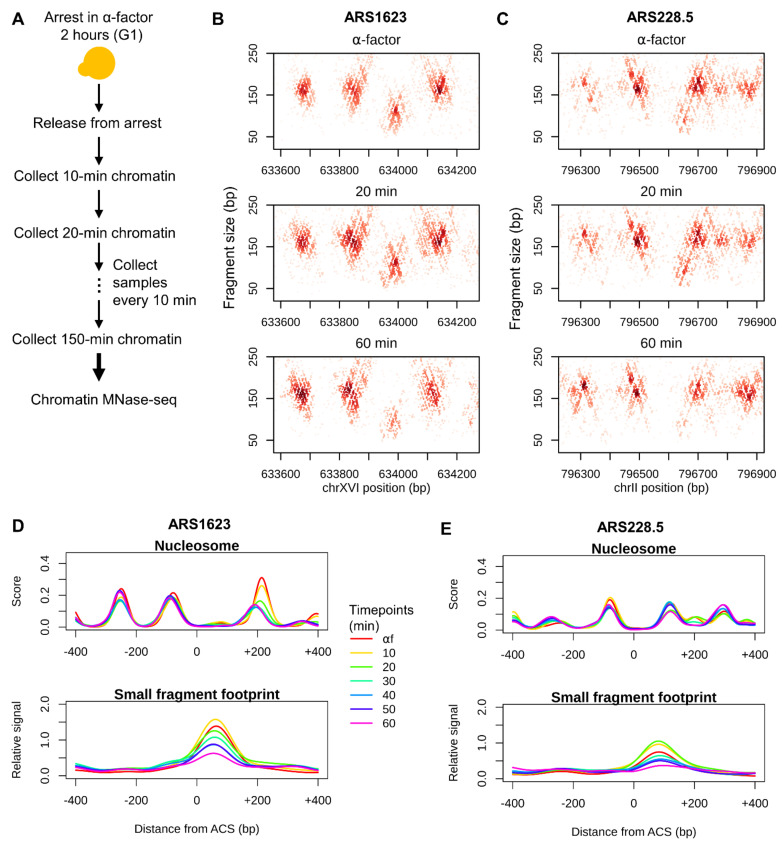
Profiling cell-cycle–dependent chromatin dynamics by MNase mapping. (**A**) Schematic of the experimental design for capturing cell-cycle–dependent chromatin dynamics. (**B**) Chromatin profiles at *ARS1623* for select time points during the first cell cycle. The midpoints of recovered and sequenced MNase fragments are displayed. The size of each fragment is plotted as a function of its midpoint chromosomal position. (**C**) Chromatin profiles at *ARS228.5* for select time points during the first cell cycle. (**D**,**E**) Quantification of nucleosome scores and small fragment (<120 bp) occupancy at all time points for the first cell cycle at *ARS1623* and *ARS228.5*, respectively. The same chromosome regions as in (**B**,**C**) are shown for each ARS locus.

**Figure 2:**
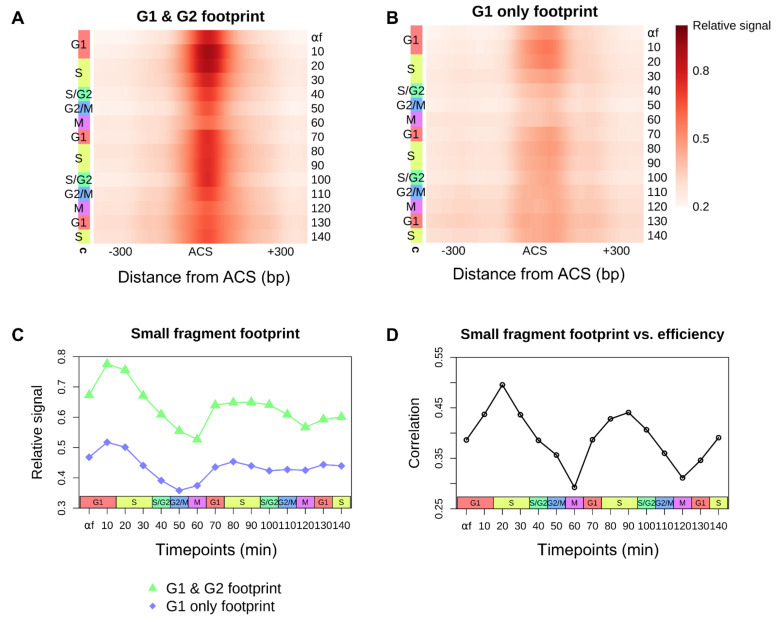
The cell-cycle–Dependent accumulation of small protected fragments at ACS sites correlates with origin efficiency. (**A**,**B**) Heatmaps of aggregate small fragment (<120 bp) occupancy at 264 origins with a previously described ORC-dependent footprint in both “G1 & G2” (**A**) and 128 origins with an ORC-dependent footprint in “G1 only” (**B**) plotted throughout the cell cycle [20]. All origins are oriented by the T-rich ACS strand. (**C**) Average small fragment occupancy ±100 bp surrounding the peak of the aggregate ORC-dependent footprint for each class of origins. (**D**) Spearman correlation between log2-transformed ACS-bound small fragment footprint density and activation efficiency [2] for 371 origins exhibiting an ORC-dependent footprint at each time point.

**Figure 3:**
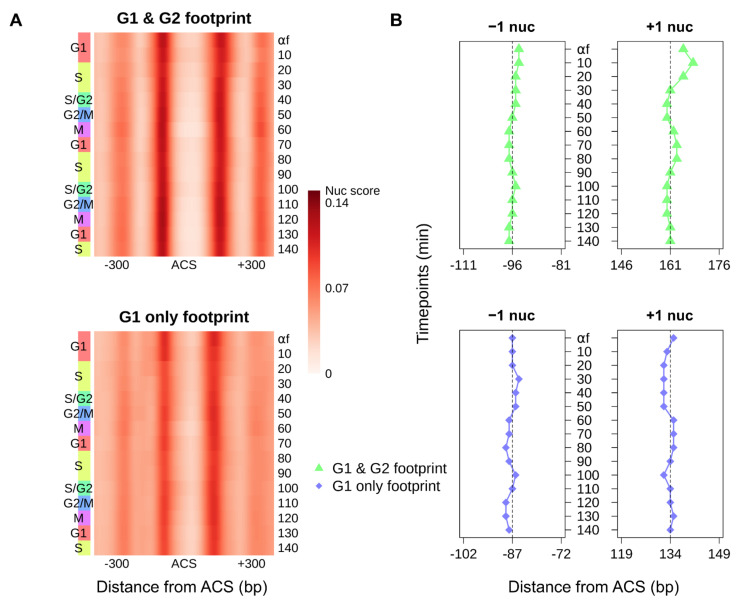
Cell-cycle–dependent nucleosome dynamics at replication origins. (**A**) Heatmaps of aggregate nucleosome scores for 264 origins with an ORC-dependent footprint in both “G1 & G2” (top panel) and 128 origins with an ORC-dependent footprint in “G1 only” (bottom panel) throughout the cell cycle [20]. All origins are oriented by the T-rich ACS strand. (**B**) Dyad positions of the aggregate −1 and +1 nucleosomes relative to the ACS for each cell-cycle time point and for each class of origins.

**Figure 4:**
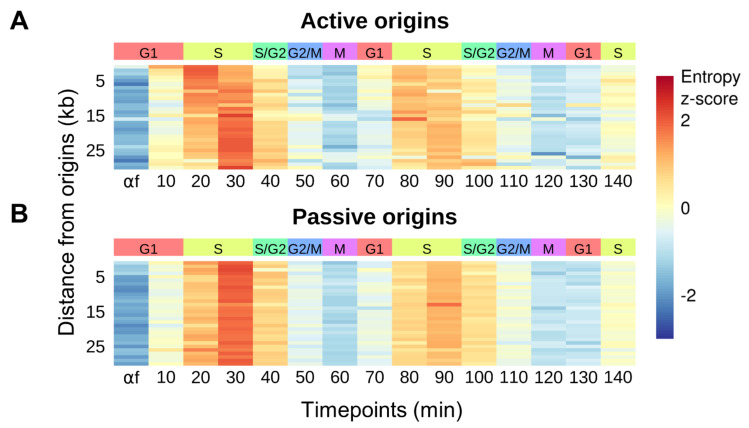
Nucleosome disruption at the replication fork. (**A**,**B**) Heatmaps representing the average nucleosome entropy at each time point in 1 kb windows for 30 kb surrounding the top 20% (*n* = 69) most efficient (active) origins (**A**) and the bottom 20% (*n* = 69) least efficient (passive) origins (**B**), among origins exhibiting an ORC-dependent footprint [2]. Each row represents a genomic window and rows are ordered by the distance of that window from the nearest origin. Nucleosome entropy is standardized into z-scores across each row.

## Data Availability

All genomic data are publicly available at the NCBI GEO repository with the accession number GSE168699.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/genes12121998/s1, Figure S1: Flow cytometry profiles monitoring cell-cycle progression for each biological duplicate. Figure S2: Distribution of MNase fragment lengths after subsampling and merging replicates. Figure S3: Density plot of the two-dimensional kernel modeled from an orthogonal set of nucleosome dyads. Figure S4: Small fragment footprint occupancy at Abf1p binding sites throughout the cell cycle. Figure S5: Correlation between small factor occupancy at the ACS and origin efficiency. Figure S6: Chromatin profiles at ARS606 and ARS1216 for select time points during the first cell cycle.

How the deposited data were processed for this re-analysis (not part of the article)

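Budding yeast cells (W303 background) were arrested with α-factor, released and sampled through 2 cell cycles. The data comprised 59 libraries, of which 30 were MNase-seq and 29 were total RNA-seq. There were 2 biological replicates at each of 15 aligned time points, except RNA at 110 min, which had 1 library. Conditions and replicates were taken from the sample labels and the methods of the paper. The 4 tables used here have a column for each aligned time point that merges the replicates. No column of single libraries was present in them, so all values are the authors' merged values, without a standard deviation, and no test between time points over replicates was possible.

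The authors aligned reads to the R64 genome with Bowtie, kept uniquely mapped MNase-seq fragments, subsampled them to equal numbers per fragment length and merged the replicates. The nucleosome score deposited by the authors is the cross-correlation of the fragments with a model nucleosome, which their methods divide by the DNA copy number relative to the α-factor time point. Whether the gene-body table includes that division is not stated. The entropy deposited by the authors is the Shannon entropy of the nucleosome score over the positions of a gene-body window. It does not depend on the level of the score, but genes with near-identical copies lose fragments to the unique mapping, and their entropy is uncertain. The promoter subnucleosome score deposited by the authors is not described in the text of the paper. Its sum over genes fell from 157 at the α-factor arrest to 119 at its lowest, so that ratios between time points were only compared between groups of promoters. The RNA values deposited by the authors are named TPM, but were treated as a score, because the columns summed to between 949830 and 1041400 over the listed genes. They held 289 zeros in 44 genes. RNA of near-identical histone gene copies could be shared between the copies.

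All computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Entropy was standardized for each gene across the 15 time points. Origins, centromeres and chromosome lengths came from the R64 annotation, whose gene coordinates match those of the tables. Of the origins, 232 lay over 10 kb from the next. The S phase rise was the mean z-score of the S phase time points minus that of the G1, G2/M and M time points, with S/G2 left out. Medians were given with 95% intervals from 10000 resamples of the chromosomes (2000 for correlations). For the median RNA ratio of the 20 replication factors, the listed genes were resampled instead. The relation with distance was Spearman's rho over genes within 30 kb of an origin, compared with 10000 rotations of the origins (1000 for alternatives). Promoters with a start within 500 bp of an origin were compared with 10000 random lists of the same size, matched on deciles of the mean score. RNA ratios were taken on log2(value + 1). The genes named were set by a rule before the data were examined: the marker genes and replication factors of fixed lists, the genes on either side of the 4 origins the paper names, and the 2 genes with the largest rise and the 2 with the largest fall of entropy in both cycles.

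The statistics were tested on simulated data with known answers. A simulated delay across 5036 genes stood above all rotations. Of 40 simulations without a delay in which neighbouring genes were correlated, 2 fell outside the central 95% of rotations. A simulated rise of 1.5 over 5590 genes was recovered within its interval (1.48 to 1.54). A shifted list of 200 genes stood above all random lists, and the same list without the shift was at percentile 96.

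Small fragments at the ACS, positions of the nucleosomes next to the ACS and the efficiencies of single origins were not analysed here. The alternatives tried were other sets of genes, time points, distances, origins, scales, pseudocounts and scalings.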

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

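The random placement of centromeres, the second cycle of the genes near them, the fits that left out a time point and the relation at 60 min without the arrest were chosen after the result was seen, and the other tests in this part after the pattern but before the result of the test. RNA, centromeres and the relation between RNA and entropy are not analysed in the paper, and all values are the authors' merged values. They merge 2 replicates, except RNA at 110 min, for which 1 library was listed.

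The RNA libraries show the 2 cell cycles. The median z-score of log2(value + 1) of the 6 G1/S marker genes was highest at 10 min (1.48) and 70 min (1.06). The 8 core histone genes were highest at 20 min (1.16) and 80 min (0.94), and the 5 G2/M marker genes at 50 min (1.11) and 110 min (0.78). The value at 110 min rests on 1 library, and that at 100 min was 0.75. The 4 pheromone response genes were highest at the arrest (2.95). The 5 M/G1 marker genes were high at the adjacent time points of 60 min (1.35) and 70 min (1.23), fell to -0.39 at 110 min, and were high again at 130 min (0.99). Another scaling of the time points by their upper quartiles left the time of the highest value of each of these lists within 0 to 60 min and within 70 to 130 min as it was. A chance agreement of list members was tested for the core histones at 20 min, whose median was at percentile 99.8 of 10000 lists matched on mean RNA. Whether near-identical histone genes shared reads was not tested, so the 8 genes may not be independent. No other technical explanation was tested for this pattern.

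Within genes, RNA and gene-body entropy moved together. After the median time course of all genes was removed from both, the median Pearson correlation over the 15 time points was 0.63 (95% interval 0.57 to 0.66) in the 300 genes with the most variable RNA, and was positive in 252 of them. The number of genes was set while the data were explored, and 100 genes gave 0.62 and 600 genes 0.57. It was 0.17 over all 5590 genes. In the same 300 genes, the correlation of RNA with the nucleosome score was -0.57 and with the promoter subnucleosome score 0.62. A chance pairing of cycling time courses is argued against by 1000 shuffled pairings of the same genes, whose highest median was 0.16. Short genes whose window would hold the promoter or terminator are argued against by genes of at least 1000 bp, of which 179 gave a median of 0.63. Leaving out each time point in turn gave medians from 0.55 to 0.65, the lowest without the α-factor arrest. A hypothesis that stays open is that transcription loosens nucleosome positions in these genes, which may also act in the other direction, since the correlation has no order in time. The correlation of RNA with entropy was not computed with the nucleosome score held constant. A change of positions therefore cannot be told apart here from the change of that score.

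At the α-factor arrest, Spearman's rho across genes between the RNA of a gene relative to its other time points and its entropy relative to its other time points was 0.35. Genes are not independent replicates. The 94 genes with RNA over 4-fold higher at the arrest had a median entropy change of 0.056, against -0.061 in the 3162 genes whose RNA at the arrest was near its other time points (a difference under 0.5 on the log2 scale) and -0.13 in the 65 genes with RNA over 4-fold lower. At 60 min, rho was 0.16, but the other time points then include the arrest, so that this value alone decides nothing. With the arrest left out of the other time points, rho at 60 min was 0.14 (95% interval 0.12 to 0.16). With 10 and 20 min left out as well, it was 0.13 (95% interval 0.10 to 0.16). A positive relation was therefore also found at 60 min, with a lower rho, and whether it differs from that at the arrest was not tested.

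Genes near centromeres had their entropy earlier. Windows of 10, 20, 50 and 100 kb around centromeres were looked at, and 20 kb was taken after that. The shift was -0.44 within 10 kb, -0.10 within 50 kb among genes within 30 kb of an origin and 0.14 within 100 kb. Windows of 10 to 50 kb from chromosome ends were also looked at, and gave 0.23 to 0.60. The 317 genes within 20 kb of a centromere had a median z-score at 30 min minus 20 min of -0.35, against 0.43 in the other genes within 30 kb of an origin. A shorter distance to origins, with a median of 5306 bp against 9806 bp in all genes within 30 kb of an origin, is argued against as the whole cause, because the difference was at percentile 0 of 10000 lists matched on origin distance. Neighbouring genes are correlated, so centromeres were also placed at random. With the median of each decile of origin distance subtracted, the true centromeres were at percentile 0.14 in the first cycle and 2.5 in the second. Early activation of origins near centromeres stays open as a hypothesis, because the second cycle lay at the edge of the central 95%. Local read depth that follows DNA copy number was not tested for this pattern.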

How the results depend on the processing

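No paired analysis was possible because the columns merge the replicates, and for the same reason the alternatives that leave out a replicate were not run. The alternatives named leave-one-out time points, genes over 5 kb from origins and genes away from centromeres were chosen after the data were seen.

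The S phase rise of entropy kept its direction under all 12 alternatives in each cycle. In the first cycle (1.57), the mean over genes was 1.45, including the S/G2 time point gave 1.42, and the M time point as the only baseline gave 1.64. In the second cycle (0.98), these values were 0.91, 0.87 and 1.11. As raw entropy, on another scale, the rises were 0.071 and 0.043. Leaving out each time point in turn gave medians from 1.28 to 1.85 in the first cycle and from 0.87 to 1.07 in the second. The genes that peaked at 20 or 30 min numbered 2989 among the upper 90% by nucleosome score and 3158 without subtelomeric genes.

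The relation of the entropy delay with distance stayed above the central 95% of rotated origins under all 23 alternatives in both cycles. Over the 16 fits that each left out a chromosome, rho ran from 0.34 to 0.35 in the first cycle and from 0.20 to 0.23 in the second. Isolated origins gave 0.29 and 0.19, and genes within 15 kb gave 0.20 and 0.14.

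The small-fragment cycle at promoters near origins depended on the distance. In the first cycle it was the log2 ratio of promoter subnucleosome scores at 10 and 20 min over 50 and 60 min. For the second cycle, 80 and 90 min were taken over 110 and 120 min. The first ratio includes a G1 time point (10 min), and the second has only S phase time points above the line. The values of the 2 cycles are therefore not the same measure and cannot be compared. In the first cycle, promoters within 500 bp differed from the others by 0.0090 (log2, percentile 32.7). The 110 promoters within 250 bp differed by 0.14 (percentile 100), past the upper 2.5% of matched lists. In the second cycle, promoters within 500 bp differed by 0.032 (percentile 97.8). Within this cycle, those within 250 bp differed by more, 0.061 (percentile 99.96). The percentile, though not always the difference, fell below that limit under the other settings of this cycle. It was 70.95 within 1000 bp (0.011), 96.88 with a pseudocount (0.015) and 97.31 with low scores left out (0.033). These settings also stayed below the limit in the first cycle, at percentiles 14.19, 25.46 and 92.71. The cause was not tested.

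The change of the nucleosome score in S phase of the first cycle was -0.017 on the log2 scale and -0.21 as a z-score. As a mean over genes on the log2 scale it was -0.012. In the first cycle, the RNA of the replication factors was highest at 20 min, and at 50 min after upper-quartile scaling. In the second cycle it was highest at 70 min with and without that scaling. That scaling moved the median log2 ratio of all genes between 10 and 20 min and 50 and 60 min from 0.17 to -0.048. It moved the median of the 20 replication factors from 0.16 to -0.061, another sign. The 95% interval of the unscaled median, from 10000 resamples of these 20 genes, was -0.38 to 0.47. This interval describes the spread of the list and cannot judge a change of scaling. The ratios of TAH11 (-0.048), ORC1 (-0.074), ORC2 (-0.22), ORC4 (-0.22) and ORC5 (-0.016) changed sign under upper-quartile scaling. The cause was not tested beyond that shift of all genes.

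The correlation of entropy with RNA across genes was -0.023 (95% interval -0.047 to 0.0030), and stayed in that interval under both alternatives. Genes near ARS1623 and ARS228.5 were not recomputed under alternatives. The merged columns limit all these results to a description of these libraries.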

Other observations

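All tests of explanations in this part except that of nucleosome score in S phase were chosen after the result was seen. The RNA ratios of single replication factors and their upper-quartile scaling were planned.

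The S phase rise of entropy was tested against 3 technical explanations. A loss of nucleosome score relative to other genes is argued against by the 2253 genes whose score did not fall in S phase, whose median rise in the first cycle was 1.34 (95% interval 1.29 to 1.39). A loss of nucleosomes in all genes alike would not show in the score, because the time points were subsampled to equal numbers of reads, and stays open. The low entropy of the α-factor arrest as a baseline is argued against by the rise without that time point, 1.37 (95% interval 1.33 to 1.41). Local read depth that follows copy number was not measured, and which way depth moves entropy is not known. If higher depth raised entropy, genes far from origins, which are copied later than genes near them, would not rise from 10 to 20 min, but the 779 genes at 20 to 30 kb rose by 0.58 (95% interval 0.44 to 0.67). If lower depth raised entropy, genes within 5 kb of an origin would rise less than these, but they rose by 1.02, and the difference was 0.44 (95% interval 0.34 to 0.59). Both values argue against depth as the whole cause of the rise from 10 to 20 min, provided that genes near annotated origins are copied first. An effect of depth on part of the rise, or on the rise to 30 min, stays open. Disruption of nucleosomes by forks remains as a hypothesis. No S phase without replication was analysed here, and other events of S phase stay open.

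The delay with distance was not accounted for by gene length, RNA level and mean entropy, with which held constant Spearman's rho across genes was 0.34, above the upper limit of the central 95% of rotated origins (0.061). With the change of nucleosome score between 20 and 30 min held constant, rho was 0.31. In genes over 5 kb from an origin, rho was 0.28, which argues against chromatin next to the origin as the whole cause. Read depth that follows copy number cannot be told apart from the passage of forks in this delay, because the depth per gene is not in the tables. The nucleosome score of genes within 5 kb relative to genes at 20 to 30 kb had changed by 0.0039 (log2) from the arrest to 20 min and by 0.063 to 30 min. The authors' correction for copy number would have removed such differences if it was applied to this table, which is not stated.

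The annotation describes a few origins as early, efficient or highly active, and others as late, weak, inefficient or inactive. Of those with at least 3 genes nearest to them within 30 kb, 8 were of the first kind and 18 of the second. The median difference between the z-scores at 30 and 20 min was -0.23 around the first kind and 0.74 around the second, a difference of 0.97 (permutation test over origins, two-sided, 100000 permutations, p = 0.0395). The grouping was made from the wording after an earlier, looser grouping had been looked at, p was not corrected for that, and neighbouring origins are not independent. The values are consistent with the earlier activation of efficient origins that the paper describes, as a hypothesis. Read depth stays open here as well.

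The transcripts of the replication factors did not move alike. The log2 ratio of RNA at 10 and 20 min over 50 and 60 min was negative in all 7 of CDC6 and MCM2 to MCM7, from -1.21 to -0.37. It was positive in all 5 of CDC45 and the GINS subunits, from 0.59 to 1.72. With upper-quartile scaling the ranges were -1.44 to -0.60 and 0.36 to 1.49, so that neither direction changed. The median of all genes was 0.17. The ratio averages 10 and 20 min, between which the RNA values fell in all 7 of CDC6 and MCM2 to MCM7. Those of MCM3 were 68.7 at 10 min, 37.5 at 20 min and 60.3 at 50 min. Without upper-quartile scaling, MCM2, MCM3 and MCM5 were higher at 10 min than at 50 min, and CDC6, MCM4, MCM6 and MCM7 were lower. The negative ratios therefore do not show low RNA at 10 min alone.

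Median entropy did not follow RNA level evenly. It was 5.84 in the lowest decile of RNA, 5.77 in the eighth and 5.86 in the highest. SPO12, among the 2 genes ranked highest by their fall of entropy in S phase, had RNA values of 214 at the arrest, 55.4 at 20 min and 177 at 50 min, with entropy z-scores of 1.85, -1.75 and 0.93. No explanation was tested for this gene.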
